A study of Mus musculus with 6 samples. Its data were reported in "Ribosomal protein control of hematopoietic stem cell transformation through regulation of metabolism" (2025).

How the data were processed

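RNA was sequenced from CD11b+Gr1+ splenocytes, the myeloid fraction purified by flow cytometry from tumor-bearing Mll-AF9 mice, in 6 libraries: 3 from Rpl22+/+ mice and 3 from Rpl22-/- mice, grouped by the titles of the samples. Mll-AF9 is a fusion oncogene that drives acute myeloid leukemia in these animals, and Rpl22 encodes a protein of the large ribosomal subunit. Per the study's methods, the authors prepared poly(A)-enriched stranded libraries, sequenced them as paired ends, trimmed the reads with Trimmomatic and quantified transcripts with Salmon. The authors deposited, for each library, estimated counts per transcript (reads assigned by Salmon, which need not be whole numbers) and TPM (transcript abundances scaled for length, which have the same sum in every library and keep no depth). The tool versions and the transcript set were not stated. A further table that the authors deposited holds their DESeq2 comparison of the genotypes, with a base mean signal, a log2 fold change and its standard error, a Wald score, p-values and adjusted p-values, and −log10 of the adjusted p-value per gene. Positions are those of this table and are on the GRCm39 build.

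Estimated counts were summed to genes with the transcript-to-gene pairs of GENCODE vM21, matched on transcript identifiers without their versions, and no coordinate was taken from that annotation. Of 276623 transcripts listed, 136036 (49.2%) were matched, and they carried 98.0% to 98.1% of the reads of each library. Gene sums were rounded to whole numbers. The 6 libraries held 70202750, 88483406 and 76256404 estimated reads in Rpl22+/+ and 35828500, 99806050 and 102866127 in Rpl22-/-. Intervals given for reads cover counting error only, since reads without molecular identifiers are not independent molecules. Of 29374 genes with any estimated read, 16656 passed the filterByExpr filter of edgeR and were tested. For 13750 of them the authors' deposited table gives a log2 fold change and a position. Over the genes in both, the size-factor mean computed here had a median ratio of 0.982 to the authors' base mean. For 323 genes that ratio lay outside 0.8 to 1.25. Among the genes named, Ldhb is such a gene, with a ratio of 0.0594.

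Genotypes were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, on TMM-scaled counts with genotype as the only term. A gene was called with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. The standard error given is the one implied by the F statistic. Levels are CPM, reads scaled to a common total on TMM-scaled library sizes. Gene sets, 20 lists written from general knowledge for the processes the study names and for myeloid maturation, were tested with camera of limma 3.58.1 on log2 CPM (prior count 2, preset inter-gene correlation 0.01), with adjustment over the 20 sets. Genes named in the text are Rpl22 and its paralog, 24 genes that the study's text names (under a protein name for some) or, for Asxl1 and Slc25a24, that label a heatmap of the study, the 5 genes with the smallest p-values in each direction (non-overlapping groups, no pseudogene, predicted gene or receptor segment), and for a set the 2 called members with the largest change. Some genes that this rule names are not reported here. Lists of marker genes for B cells, T cells, erythroid cells, platelets or megakaryocytes, stroma and each sex were written as well. The gene sets, the marker lists, the genotype tests, the rule for named genes and the alternatives other than those marked below were fixed before the data were examined.

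The tests were tested on simulated data, with counts for the 16656 genes drawn from the real means, dispersions and library sizes and 200 genes changed, in 5 simulations of the 3 against 3 comparison. The changed genes were drawn from those with an expected count of at least 50. Calls there needed an adjusted p-value under 0.05 but no minimum fold, unlike the calls in the real data. The edgeR test recovered 72.0% of the 4-fold changes and 11.8% of the 2-fold changes, and 8.52% of its 458 calls were false. DESeq2 1.42.0 recovered 91.6% and 48.2%, with 33.6% of 1052 calls false. limma-voom recovered 70.8% and 11.4%, with 8.05% of 447 calls false. In a simulated shift of 0.5 log2 units in 1 set, that set had a camera adjusted p-value of 2.15e-14 and 0 of the other sets were called. Genes were drawn independently of each other there, so this does not show how the set test fares with correlated genes.

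The alternatives were DESeq2 size factors, upper-quartile factors or no composition factor; no filter on low counts, or a mean of at least 50 counts; the DESeq2 test; limma-voom; limma on log2(TPM + 1) or log2(TPM + 0.1); an offset for transcript length; omission of pseudogenes and immunoglobulin or T-cell-receptor segments; the replicate number as a block; a test against a minimum fold of 2; and each library left out in turn. For sets, fry, camera with an estimated correlation and log2(TPM + 1) were added. A correction for GC content (a smoothed curve of each library's log2 CPM on GC content), its combination with the block, omission of chromosomes 4 and 9 and, for sets, omission of Lin28a and Lin28b were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.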

Results

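RNA-seq was used to ask how loss of the ribosomal protein Rpl22 alters gene expression in Mll-AF9 leukemias. Poly(A) RNA of CD11b+Gr1+ splenocytes was compared between 3 Rpl22+/+ and 3 Rpl22-/- libraries. Depth ranged from 35828500 estimated reads in Rpl22-/- replicate 1 to 102866127 in Rpl22-/- replicate 3. The study's text describes the leukemia explants by a single mouse identifier for each genotype, and the labels do not say whether the 3 libraries of a genotype came from separate animals. The replicate spread given here is therefore that between libraries. No pair of libraries agreed within sampling noise.

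The libraries separated by genotype along the first principal component of log2 CPM, which held 61.3% of the variance. The second component held 26.7% and set Rpl22+/+ replicate 2 apart from the other Rpl22+/+ libraries. Over 13202 genes with a mean of at least 50 counts, log2 CPM of Rpl22+/+ replicates 1 and 3 correlated across genes at r = 0.992, while replicate 2 correlated with them at 0.926 and 0.934. Genes are not independent replicates in these correlations. The Rpl22-/- libraries correlated with each other at 0.971 to 0.984.

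**Figure D1:**
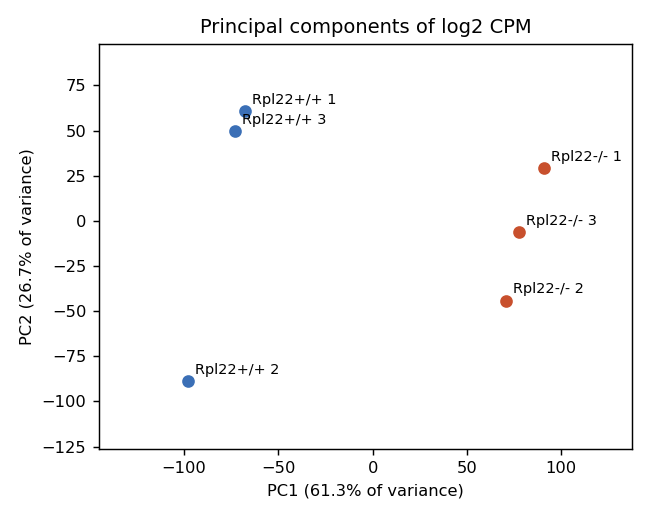
Each point is 1 of the 6 libraries, plotted by its scores on the first (61.3% of variance) and second (26.7%) principal components of log2 CPM, with Rpl22+/+ in blue and Rpl22-/- in orange. Genotypes lie on opposite sides of the first component, and Rpl22+/+ replicate 2 lies apart on the second.

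Rpl22 itself (ENSMUSG00000028936, chromosome 4, 152410199 to 152418528, GRCm39) was reduced but not absent in all Rpl22-/- libraries. Its level was 178 ± 48.8 CPM in Rpl22+/+ and 73.9 ± 15.8 CPM in Rpl22-/- (SD, n = 3 each), a log2 fold change of -1.27 ± 0.25 (SE; adjusted p = 0.0106, edgeR). The values were 148, 235 and 152 CPM against 58.3, 89.9 and 73.5 CPM, so each library went with its label. The paralog Rpl22l1 (chromosome 3, 28859585 to 28861573) rose from 57.7 ± 9.88 to 98.2 ± 18.1 CPM (log2 fold change 0.77 ± 0.19, adjusted p = 0.0263, edgeR), with no overlap between the groups. Its fold was below the minimum for a call, and it passed the adjusted p-value of 0.05 in 16 of 22 alternatives, whose adjusted p-values ran from 0.00403 to 1. It did not pass without Rpl22+/+ replicate 1 (adjusted p = 0.0887), without Rpl22+/+ replicate 3 (adjusted p = 0.103) or without Rpl22-/- replicate 3 (adjusted p = 0.0714). Nor did it pass the test against a minimum fold of 2 (adjusted p = 1), the GC correction (log2 fold change 0.42, adjusted p = 0.570) or that correction with the replicate block (log2 fold change 0.58, adjusted p = 0.0646).

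**Figure D2:**
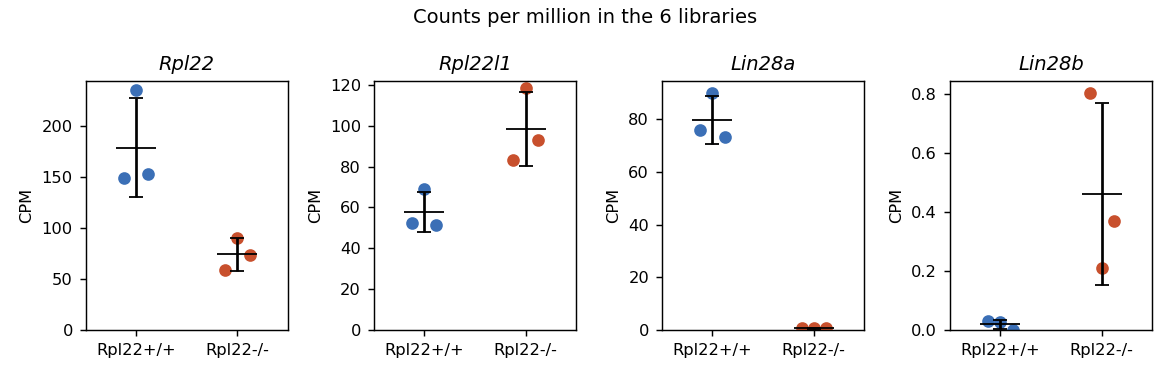
CPM (linear axes from 0) of Rpl22, Rpl22l1, Lin28a and Lin28b in each library (points), with the group mean and SD (bars, n = 3 per genotype). Rpl22 and Lin28a were lower in Rpl22-/-, and Rpl22l1 and Lin28b were higher, with Lin28b under 1 CPM in every library.

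Between the genotypes, 1488 genes were called higher and 1423 lower in Rpl22-/-, of 16656 tested, and 4594 genes passed the adjusted p-value of 0.05 at any size of change. Of the called genes, 2908 had groups that did not overlap. Among all tested genes 46.1% did so, against a share of 10% by chance. The alternative that moved the call counts most was the test against a minimum fold of 2, with 692 genes higher and 613 lower. The count at any size was highest with the replicate number as a block and the GC correction together, at 7398. Among fits that left out a library, it was 6823 without Rpl22+/+ replicate 2 and 2660 without Rpl22+/+ replicate 3. The median log2 fold change of all genes was 0.07, and it was 0.19 with no composition factor.

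In the authors' deposited table, 1219 genes are marked higher and 1453 lower. Over the 13750 genes in both analyses, log2 fold changes correlated with that table across genes at r = 0.983. Of the 2554 genes marked in the authors' deposited table and tested here, 2237 were called here and 2553 had the same direction. A further 433 of the 2911 calls lay outside that table.

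The smallest p-values among genes higher in Rpl22-/- were those of Angptl7, Fbn1, Tdrd9, Megf6 and Sgsm1. Angptl7 (chromosome 4, 148579640 to 148584917) had 6 reads over the Rpl22+/+ libraries and 8767 over Rpl22-/-, a ratio of 1315 per unit depth with a 95% counting interval of 604 to 3584. Fbn1 (chromosome 2, 125142514 to 125349913) rose from 0.652 ± 0.121 to 102 ± 8.16 CPM (log2 fold change 7.29 ± 0.21, adjusted p = 1.8e-05, edgeR). Tdrd9 and Megf6 had log2 fold changes of 6.18 and 8.53, and Sgsm1, with 12 reads in Rpl22+/+ and 3416 in Rpl22-/-, had a ratio of 256 (95% counting interval 147 to 496). Among genes lower in Rpl22-/-, the smallest p-values were those of Strc, Scn2b, Hpse2, Mmp25 and Lin28a. Mmp25 (chromosome 17, 23847285 to 23864251) fell from 325 ± 43.6 to 2.03 ± 0.289 CPM (log2 fold change -7.32 ± 0.22, adjusted p = 1.8e-05, edgeR). Hpse2 had 3071 reads in Rpl22+/+ and 5 in Rpl22-/-, a ratio of 683 (95% counting interval 292 to 2104). Strc and Scn2b had log2 fold changes of -6.86 and -6.70.

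The 2 Lin28 paralogs moved in opposite directions. Lin28b (chromosome 10, 45252716 to 45362491) had 2, 2 and 0 estimated reads in the Rpl22+/+ libraries and 30, 21 and 39 in Rpl22-/-. The ratio was 20.3 per unit depth with a 95% counting interval of 7.64 to 75.9, and the gene was called higher (adjusted p = 0.0116, edgeR), although not with limma on log2(TPM + 1) (adjusted p = 0.128) or log2(TPM + 0.1) (adjusted p = 0.0540); the other 19 alternatives kept it, the smallest adjusted p-value being 0.000268. Its level in Rpl22-/- was 0.460 ± 0.307 CPM. Lin28a (chromosome 4, 133730641 to 133746152) fell from 79.7 ± 9.11 to 0.619 ± 0.104 CPM (log2 fold change -6.99 ± 0.21, adjusted p = 1.8e-05, edgeR). The 2 genes together amounted to 79.7 ± 9.12 CPM in Rpl22+/+ and 1.08 ± 0.247 CPM in Rpl22-/-.

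Of the 24 genes named in the study's text or on its heatmap, 21 were tested, and 17 were called over all genes tested, 13 higher and 4 lower. With p-values adjusted over the list alone, 17 passed 0.05 as well, but the study chose much of the list on these libraries, so this is not independent evidence. Alox12, Atp5f1e and Ppard came from other parts of the study. For Atp5f1e (named Atp5e there), its discussion adds that the reduction in hematopoietic stem cells was not kept in the leukemias. Of the listed genes, Prtn3 (log2 fold change 2.86), Laptm4b (3.39), Dock1 (3.80), Mansc1 (2.81) and Cyb561 (2.88) were higher in Rpl22-/-. Prtn3 had the highest level of these, at 645 ± 218 CPM in Rpl22+/+ and 4693 ± 536 CPM in Rpl22-/- (SD, n = 3). Myc (1.79), Rps13 (1.08), Cdk6 (1.97), Scap (1.24), Scd2 (1.88) and Etfb (1.22) were also higher, and Cdkn2a (-2.94), Slc25a24 (-2.23) and Asxl1 (-1.14) were lower, all as log2 fold changes. No difference was detected for Asxl2, at 56.2 ± 25.7 CPM in Rpl22+/+ and 58.8 ± 15.9 CPM in Rpl22-/- (log2 fold change 0.07 ± 0.40, adjusted p = 0.929, edgeR). Its log2 fold change is -0.0035 in the authors' deposited table. It was -0.32 (adjusted p = 0.246, edgeR) without Rpl22+/+ replicate 2, where Asxl2 was at 26.6 CPM against 71.1 and 70.9 CPM in replicates 1 and 3. Srebf1, Atp5f1e and Ppard did not pass the threshold (log2 fold changes 0.48, 0.39 and 0.28), but they did in 6, 5 and 4 of 22 alternatives. Without Rpl22+/+ replicate 2 their log2 fold changes were 0.72 (adjusted p = 0.00509), 0.62 (adjusted p = 0.0156) and 0.38 (adjusted p = 0.0329). Mn1 (16 and 20 reads over the 3 libraries of each genotype) and Alox12 (5 and 3 reads) fell below the filter, and a difference was not detectable at this depth. The gene sum of Spehd held 0 reads in Rpl22+/+ and 1.36 in Rpl22-/-, so it was not tested. The authors' deposited table gives it a base mean of 1563 and a log2 fold change of 3.20.

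Of the 20 gene sets, 8 were called. Granulocyte primary granule genes were higher (median log2 fold change 1.97, adjusted p = 0.000165, camera), with 12 of 16 members called higher, and secondary and tertiary granule genes were lower (median -1.40, adjusted p = 1.6e-07), with 14 of 23 called lower. Elane rose from 694 ± 208 to 7723 ± 832 CPM, whereas Cst7 fell (log2 fold change -3.13) within the primary granule set. In the secondary and tertiary set, Mmp25 and Retnlg changed most, and Retnlg fell from 992 ± 89.1 to 58.3 ± 16.2 CPM. The sets of Mll-AF9 targets and leukemia stem cell genes (median 0.48, adjusted p = 0.00874), MYC targets (0.40, adjusted p = 0.00381) and the unfolded protein response (0.68, adjusted p = 0.00874) were higher. Within the first of these, Mecom rose (log2 fold change 4.78) and Eya1 fell, with 5236 reads in Rpl22+/+ and 10 in Rpl22-/- (ratio 582, 95% counting interval 316 to 1214). Let-7 targets (median -0.43, adjusted p = 0.0147), NF-kB targets (-0.40, adjusted p = 0.0147) and monocyte and macrophage genes (-0.86, adjusted p = 0.0261) were lower. The let-7 list moved in both directions: of 33 members tested, 9 were called lower and 5 higher. The let-7 list holds Lin28a and Lin28b themselves, and the set was still called without these genes (adjusted p = 0.0163). The full list was not called without chromosomes 4 and 9 (adjusted p = 0.0839).

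These set calls depended on the preset correlation. With the correlation estimated for each set, 0 of 20 sets were called and 2 had an unadjusted p-value under 0.05. Under fry 9 sets were called, and 6 of the 8 camera calls held in the same direction, all but NF-kB targets and monocyte and macrophage genes. The sets that fry added were fetal-type hematopoietic genes (higher, adjusted p = 0.0179), p53 targets (higher, adjusted p = 0.0267) and interferon-stimulated genes (lower, adjusted p = 0.00153). Without Rpl22-/- replicate 1, NF-kB targets (adjusted p = 0.141) and monocyte and macrophage genes (adjusted p = 0.0761) were not called. The latter were not called without Rpl22+/+ replicate 2 (adjusted p = 0.136) or after the GC correction (adjusted p = 0.0632) either. Other splits of the 6 libraries gave between 1 and 10 called sets.

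None of the lipid sets was called. Mitochondrial fatty acid oxidation genes had a median log2 fold change of 0.17 (adjusted p = 0.273, camera), fatty acid synthesis, elongation and desaturation 0.08 (adjusted p = 0.738), triacylglycerol synthesis -0.15 (adjusted p = 0.273), sterol synthesis and SREBP targets -0.32 (adjusted p = 0.204) and peroxisomal lipid metabolism 0.07 (adjusted p = 0.812). Of the 16 alternatives for each of these sets, fatty acid oxidation passed the threshold in 1, on log2(TPM + 1) (adjusted p = 0.0387, range 0.0387 to 0.932), and the other lipid sets did not, with adjusted p-values of 0.0979 or more. Single members of these sets changed in both directions. Hsdl2 rose from 28.3 ± 1.24 to 92.6 ± 8.46 CPM, while Gpat3 fell (log2 fold change -2.75). Hsdl2 lies on chromosome 4, whose genes were higher as a whole. Glycolysis (median -0.15, adjusted p = 0.204), oxidative phosphorylation (0.16, adjusted p = 0.204), p53 targets (0.43, adjusted p = 0.204) and cytosolic ribosomal proteins (0.17, adjusted p = 0.102) were not called. Cytosolic ribosomal proteins passed the threshold in 6 of 16 alternatives, with the smallest adjusted p-value, 5.3e-05, without Rpl22+/+ replicate 2. Oxidative phosphorylation passed without that library (adjusted p = 0.000591) and on log2(TPM + 1) (adjusted p = 0.0103). The p53 targets passed under fry (adjusted p = 0.0267).

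**Figure D3:**
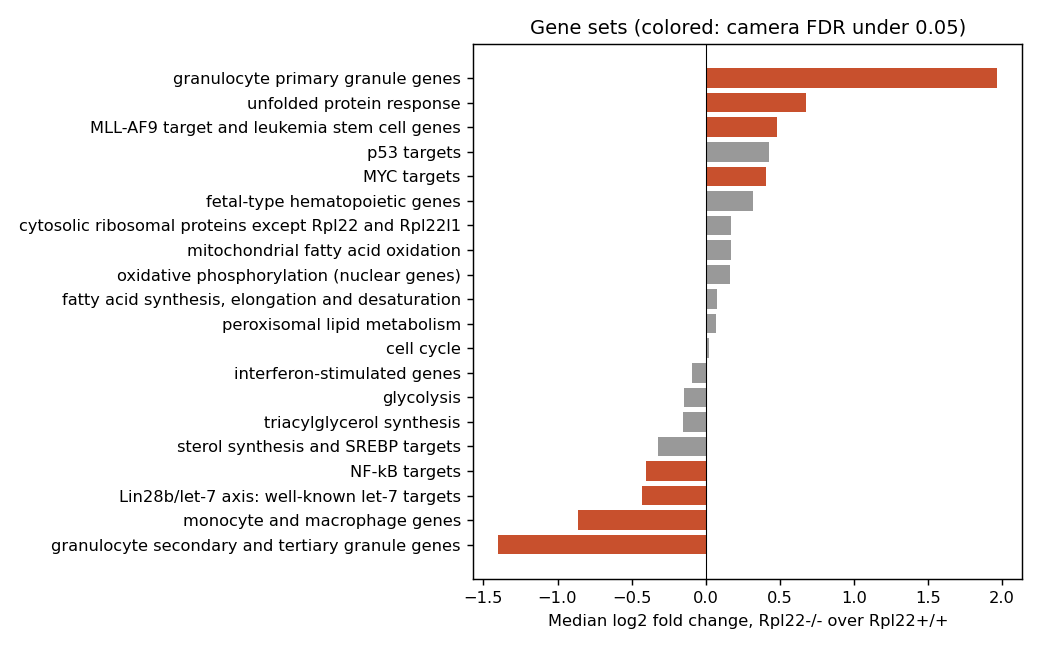
Bars show the median log2 fold change (Rpl22-/- over Rpl22+/+) of the tested members of each of the 20 gene sets, and orange marks a camera adjusted p-value under 0.05 at the preset correlation. Primary granule genes had the highest median (1.97) and secondary and tertiary granule genes the lowest (-1.40).

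By position, genes on chromosomes 4 and 9 were shifted upward in Rpl22-/-. Among genes with a mean of at least 50 counts, the median log2 fold change was 0.43 on chromosome 4 (734 genes) and 0.34 on chromosome 9 (659 genes). On every other autosome and chromosome X the median lay between -0.08 on chromosome 1 and 0.08 on chromosome 17. This comparison was chosen after the values were seen.

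**Figure D4:**
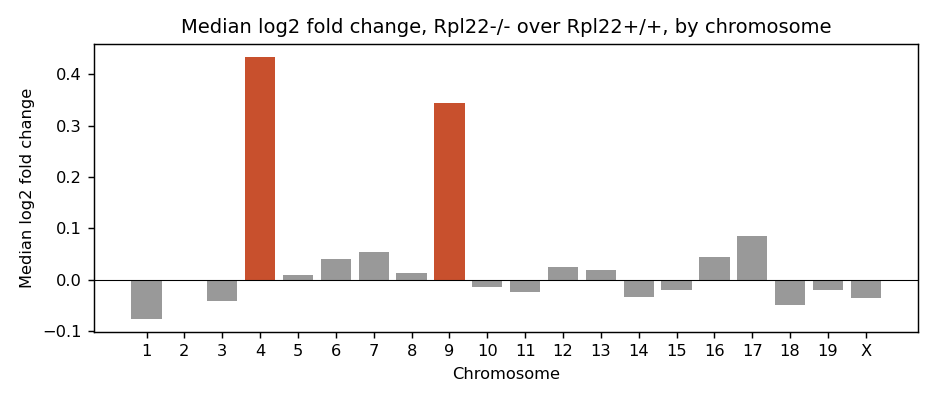
Bars show the median log2 fold change (Rpl22-/- over Rpl22+/+) of genes with a mean of at least 50 counts on each autosome and chromosome X. Chromosomes 4 (0.43) and 9 (0.34), in orange, stand above the others.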

Values the study reported

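The study reported 2,671 genes that differed between the leukemias of the 2 genotypes. Of these, 1,219 were higher and 1,452 lower in Rpl22-deficient leukemias. It counted 102 of the genes with higher expression as direct Lin28b targets or as targets regulated through let-7.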

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

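The 2 tests here were set after the transcript match was seen and before the transcripts were compared. A signal appeared among data that the gene comparison did not use: 140587 transcripts without a match in the annotation carried 1.86% to 2.04% of the reads of a library. Of 5298 such transcripts with enough reads, 538 were called between the genotypes (edgeR), 217 higher and 321 lower in Rpl22-/-. Uneven recovery of transcripts in Rpl22+/+ replicate 2, the library that deviated most, was tested by leaving it out: 25.8% of the calls were lost and 399 kept their direction and call, which argues against that library as the source of most of them. Among the 10 splits of the 6 libraries, 1 split, the real one, gave as many called transcripts, and 10 splits cannot give a share under 0.1. Reads shared with matched transcripts of the same genes stay open and were not tested, as does a genotype effect on the genes themselves. Spehd and Ldhb may have reads in this class: the authors' deposited table gives base means of 1563 and 1529, while their gene sums here held far fewer reads.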

How the results depend on the processing

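Chosen after the data were seen were the correction for GC content, alone or with the block, the omission of chromosomes 4 and 9, and that of Lin28a and Lin28b. Against 1488 genes higher and 1423 lower, limma on log2(TPM + 1) gave 906 and 699, and the test against a minimum fold of 2 gave 692 and 613, which its stricter null hypothesis accounts for. With the smaller pseudocount, log2(TPM + 0.1) gave 1560 and 1092, and the counts at any size of change were alike (5356 and 5422), so the larger pseudocount, which shrinks fold changes of low genes, accounts for most of the drop. The 6 fits that each left out one library gave from 1035 to 1667 genes higher, from 1178 to 1664 lower and from 2660 to 6823 at any size of change, against 4594. The highest count at any size came without Rpl22+/+ replicate 2, whose deviations follow GC content and length, and fits without other libraries have fewer samples. The other alternatives gave counts within 1.5 times the reported ones, except the combined block and GC correction below. No composition factor moved the median log2 fold change of all genes from 0.07 to 0.19 and the share of calls that were higher from 51.1% to 59.7%.

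Whether replicate numbers pair the libraries was left open. Deviations from the group means correlated across genes at 0.48 for libraries numbered 1, 0.63 for those numbered 2 and 0.097 for those numbered 3. Part of this follows GC content, and after its correction the values were 0.39, 0.54 and 0.098. Libraries with unlike numbers correlated at -0.56 to 0.36. The highest of these was Rpl22+/+ replicate 3 with Rpl22-/- replicate 1, above its value with Rpl22-/- replicate 3. With replicate number as a block, 1691 genes were higher, 1488 lower and 5631 passed at any size, and 9 sets were called, the added one being cytosolic ribosomal proteins (adjusted p = 0.0260). The block with GC correction gave 1655 higher, 1626 lower and 7398 at any size; the cause of the last was not tested. The GC correction alone gave 1528 higher, 1577 lower and 5954 at any size.

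For gene sets, camera with an estimated correlation called 0 of 20 sets, with 2 at an unadjusted p-value under 0.05, against 8 reported. The highest count, 11, came on log2(TPM + 1). It added mitochondrial fatty acid oxidation (adjusted p = 0.0387), oxidative phosphorylation (adjusted p = 0.0103) and cytosolic ribosomal proteins (adjusted p = 0.00158). The fits without one library called from 7 to 9 sets. Omitting chromosomes 4 and 9 left 6 sets, without let-7 targets and NF-kB targets (adjusted p = 0.0839 each). Among results that were not called, Asxl2 changed sign between fits without one library, from -0.32 to 0.27, the cell cycle set changed direction among those fits (adjusted p from 0.590 to 0.988), and peroxisomal lipid metabolism did on log2(TPM + 1) (adjusted p = 0.963). Omitting Lin28a and Lin28b kept 8 sets called and changed the direction of fetal-type hematopoietic genes, not called and with fewer genes then (adjusted p = 0.958). Leaving out Rpl22+/+ replicate 2 gives the lowest value for Asxl2; the cause was not tested for these sets.

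Of the other comparisons of a named gene with an alternative, 42 were weaker and 15 stronger, and 1264 kept their direction and side of the threshold. For sets, 16 were weaker, 12 stronger and 287 kept theirs. Low counts limit Lin28b, Mn1 and Alox12. In the simulation only 11.8% of 2-fold changes were found, but just 200 genes were changed there. In the real data 4594 genes passed the adjusted p-value, which makes the adjustment less strict. The simulated share therefore does not carry over, although changes of that size can still stay uncalled.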

Other observations

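Chosen only after the result was seen were the tests of splits, of distance from Rpl22, of immunoglobulin segments and of admixture and isoforms of Rpl22. So were those of erythroid genes and purity, and of Lin28 and let-7. The tests of why Rpl22+/+ replicate 2 stands apart were also chosen then, but the fits that left it out were not. The 70, 50, 30 and 20 Mb limits, the 0.2 and 3 log2 limits and the genes and transcripts singled out were chosen then as well.

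Among the 10 splits of the 6 libraries, 1 split, the real one, gave as many called genes, and 1 gave as many genes past an adjusted p-value of 0.05. The other splits gave 0 called genes, with 19 to 1628 genes at an unadjusted p-value under 0.05. For gene sets, 2 of the 10 splits gave as many called sets as the real one, which was 8, and a split that mixed the genotypes gave 10. With 10 splits no share under 0.1 can be reached, so chance cannot be told apart from genotype by this count, and the set calls rest on less than the gene calls.

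Genes of chromosome 4 were higher in Rpl22-/- along its length: all 15 windows of 10 Mb had a median over 0.2 above that of the other autosomes, as did 9 of 13 windows on chromosome 9 and 9 of 208 elsewhere. On chromosome 4 the lower quartile was shifted by 0.45 and the upper by 0.48, so most of its genes moved and not a few. The shift was 0.46, 0.44 and 0.43 in the 3 Rpl22-/- libraries. Sequence linked to the targeted allele is argued against by genes over 30 Mb from Rpl22, whose median was shifted by 0.43, and GC content by a shift of 0.43 after its correction. On chromosome 9 from 70 Mb on, the lower quartile was shifted by 0.54 and the median by 0.56 after the GC correction, while the median below 50 Mb was shifted by 0.11. A candidate explanation is an extra copy of chromosome 4 and of distal chromosome 9 in the Rpl22-/- leukemia. RNA alone does not show DNA copies, and whether such a gain belongs to the genotype or to a single tumor was not tested. Hsdl2 (log2 fold change 1.71), Scap (1.24) and Manf (1.47), which were higher in Rpl22-/-, lie on these chromosomes, but each changed by more than the shift there. Other genes on them fell, among them Cdkn2a (-2.94) and Lin28a (-6.99) on chromosome 4 and Scn2b (-6.70) on chromosome 9.

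Immunoglobulin variable segments differed between the genotypes and were alike within them. Of 174 segments tested, 93 were called, 70 higher and 23 lower. Segment profiles correlated at a mean of r = 0.932 across segments within a genotype (0.921 to 0.949) and 0.478 between genotypes (0.454 to 0.502), against 0.964 and 0.879 for other genes. A difference of heavy-chain haplotype alone is argued against by 43 called light-chain segments. Libraries of one genotype from 1 animal or 1 pool of cells could give such profiles (mean correlation 0.932), but so could an effect of genotype. Other genes were also more alike within a genotype (0.926 to 0.993) than between genotypes (0.837 to 0.893). The study's introduction describes impaired B cell development without Rpl22, so the profiles cannot decide between these. A difference in strain background was not tested. If a genotype stands for 1 animal, the replicate spread would leave out differences between animals, and genotype and animal could not be separated in any comparison here.

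Rpl22+/+ replicate 2 lost long, GC-poor transcripts. Mki67 was at 17.3 CPM there against 818 and 669 CPM in replicates 1 and 3, and Atrx at 5.16 against 226 and 177 CPM, both picked after their values were seen. The median log2 difference of long GC-poor minus short GC-rich genes was -1.85. GC content alone is argued against, since the SD of its deviations was 0.759 before and 0.598 after the GC correction, still above that of every other library. Fewer dividing cells are argued against by the cell cycle genes, whose median lay at percentile 95.9 of 10000 random lists matched on GC and length, although Mki67 itself was among the genes lost. The median of the B cell list was 0.59 higher (log2) in this library, above the typical absolute difference of 0.49, which met the criterion set for more B cells. Only after that was seen was the list set against random lists matched on GC and length, where its median difference was 0.058, at percentile 72.3. With 8 genes, more B cells cannot be told apart from the trend with GC content and length. A loss of such transcripts during library preparation may account for the second principal component. Rpl22-/- replicate 2 deviated the same way to a lesser degree (-0.37 for long GC-poor genes).

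Rpl22 reads at 41.4% of the Rpl22+/+ level remained in Rpl22-/-. Admixed Rpl22+/+ leukemic cells are argued against by 27 genes at 20 CPM or more in Rpl22+/+ that kept under 5% in Rpl22-/-. Among Rpl22 transcripts, 2 minor ones held 14.6%, 6.36% and 10.7% of Rpl22 reads in the Rpl22-/- libraries (exact 95% intervals 13.1% to 16.1%, 5.86% to 6.88% and 9.98% to 11.4%) and at most 1.09% in Rpl22+/+ (0.895% to 1.30%). An altered transcript from the targeted locus could give this pattern, but most reads stayed on the main transcript, and the structure of the allele was not analysed here. Of the 31-mers of the main transcript, 29.3% also occur in the pseudogene Rpl22-ps1 and 0% in Rpl22l1, so shared reads cannot be told apart for that part. The estimate for Rpl22-ps1 in Rpl22-/- was 0.552 CPM, far below the 73.9 CPM of Rpl22, which goes against the pseudogene as a main source as far as the assignment of reads holds.

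Erythroid genes were higher in Rpl22-/-: 7 of 8 listed genes were called (median log2 fold change 2.96), Hbb-bs with 39.7 ± 9.07 CPM in Rpl22+/+ and 328 ± 119 CPM in Rpl22-/-. A lower purity of the sorted cells is argued against by T cell genes, which fell (median -1.60, 7 of 8 called). Erythroid cells or their RNA are a candidate source, which was not tested apart from the 7 called genes that prompted it. All 8 listed erythroid genes also had reads in Rpl22+/+, and the lists share no gene. B cell genes, of which Cd74 is also made by myeloid cells, had a median of -0.44 with 0 of 8 called (3 at an unadjusted p-value under 0.05). Platelet or megakaryocyte genes had a median of 0.28 with 0 of 3 called (1 at that unadjusted level), stroma genes -0.62 with 0 of 2 (0 unadjusted) and male genes 0.34 with 0 of 4 (0 unadjusted). Of the female list, Tsix alone was tested and called higher, at 1.57 ± 0.663 CPM in Rpl22-/-. The 4 male genes had mean levels there of 57.9 (Ddx3y), 16.5 (Uty), 23.5 (Kdm5d) and 48.8 CPM (Eif2s3y). These levels argue against wholly female Rpl22-/- libraries.

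Reads of Lin28a counted for Lin28b are argued against by the direction of Lin28a (log2 fold change -6.99), since Lin28b was higher where Lin28a was lower. As Lin28a was the more abundant paralog, a lower total of Lin28 transcript could go with the lower median of the let-7 targets, not all of which fell. Without Lin28a and Lin28b in the list, 1 of the 10 splits, the real one, gave as small a camera p-value, and the set was called (adjusted p = 0.0163); no other alternative was run on that shorter list. The full list, with adjusted p-values from 0.000826 to 0.379 over its alternatives, was not called without chromosomes 4 and 9 (adjusted p = 0.0839) or with an estimated correlation (adjusted p = 0.379), so this stays open.

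Angptl7 and Megf6 lie near Rpl22 on chromosome 4. Lin28a lies within 20 Mb of Rpl22 as well and is counted below. Without Angptl7 and Megf6, 13 of 275 genes within 20 Mb of Rpl22 were called with an absolute log2 fold change over 3, against 29 of 554 on the rest of the chromosome (odds ratio 0.898, 95% interval 0.421 to 1.82; Fisher's exact test, two-sided, p = 0.867). This interval allows more as well as fewer such genes near Rpl22, and the test leaves out the 2 genes that prompted it, so an effect of sequence carried along with the targeted allele cannot be told apart.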
